# Caspase-11-Gasdermin D-Mediated Pyroptosis Is Involved in the Pathogenesis of Atherosclerosis

**DOI:** 10.3389/fphar.2021.657486

**Published:** 2021-04-26

**Authors:** Mengqing Jiang, Xuejing Sun, Suzhen Liu, Yan Tang, Yunming Shi, Yuanyuan Bai, Yujie Wang, Qiong Yang, Qize Yang, Weihong Jiang, Hong Yuan, Qixia Jiang, Jingjing Cai

**Keywords:** atherosclerosis, inflammation, pyroptosis, macrophage, caspase-11, gasdermin D, cardiovascular diseases, immunity

## Abstract

**Background:** Pyroptosis is a form of cell death triggered by proinflammatory signals. Recent studies have reported that oxidized phospholipids function as caspase-11 agonists to induce noncanonical inflammasome activation in immune cells. As the levels of oxidized phospholipids derived from ox-LDL are largely elevated in atherosclerotic lesions, this study sought to determine whether oxidized lipids trigger pyroptosis and subsequent inflammation in the pathogenesis of atherosclerosis.

**Methods and Results:** In our current study, after integrating transcriptomic data available from the Gene Expression Omnibus with data from hyperlipidemic mice and ox-LDL-treated peritoneal macrophages, we discovered that caspase-4/11-gasdermin D-associated inflammatory signaling was significantly activated. Consistently, the mRNA expression of caspase-4 and gasdermin D was upregulated in peripheral blood mononuclear cells from patients with coronary heart disease. In particular, the expression of caspase-4 was closely associated with the severity of lesions in the coronary arteries. An *in vivo* study showed that caspase-11-gasdermin D activation occurred in response to a high-fat/high-cholesterol (HFHC) diet in ApoE^−/−^ mice, while caspase-11 deletion largely attenuated the volume and macrophage infiltration of atherosclerotic lesions. An *in vitro* mechanistic study showed that caspase-11-mediated inflammation occurred partly via gasdermin D-mediated pyroptosis in macrophages. Suppressing gasdermin D in HFHC-fed ApoE^−/−^ mice via delivery of an adeno-associated virus markedly decreased lesion volume and infiltrating macrophage numbers.

**Conclusion:** Caspase-11-gasdermin D-mediated pyroptosis and the subsequent proinflammatory response in macrophages are involved in the pathogenesis of atherosclerosis. Therefore, targeting the caspase 11-gasdermin D may serve as an alternative strategy for the treatment of atherosclerosis.

## Introduction

Pyroptosis is a highly regulated cell death process and plays a pivotal role in the pathogenesis of various cardiovascular diseases (CVDs), which can be facilitated by many factors, including lipid stimulation (Libby et al., 2019; Zhaolin et al., 2019). Atherosclerosis is a CVD with low-grade chronic inflammation. Anti-lipoprotein therapies, anti-inflammatory therapies, and immunomodulatory therapies for atherosclerosis have previously been tested or are currently being tested in clinical trials (Zhao and Mallat, 2019). However, a significant number of patients continue to suffer from atherosclerosis (Bruikman et al., 2017). Therefore, the development and rigorous testing of novel targets and therapeutics that address unmet needs are urgently needed. The discovery of pyroptosis has broadened our understanding of CVDs, and targeting this process may provide new avenues for the treatment and management of atherosclerosis.

Caspase-11, a cytosolic endotoxin [lipopolysaccharide (LPS)] receptor, mediates pyroptosis under conditions of LPS stimulation in endotoxemia and bacterial sepsis (Deng et al., 2018). Human caspase-4/5 is homologous to mouse caspase-11, which has been confirmed to directly senses intracellular LPS derived from Gram-negative bacteria during macrophage inflammatory responses (Shi et al., 2014). Recognition of intracellular LPS facilitates the rapid oligomerization of caspase-11/4/5, which results in the cleavage of the pore-forming protein gasdermin D (GSDMD), cell pyroptosis, and the release of proinflammatory cytokines, e.g., IL-1β and IL-18 (Eren et al., 2020; Karmakar et al., 2020).

The accumulation of plasma cholesterol, low-density lipoprotein (LDL) cholesterol, and apolipoproteins is regarded as the main cause of the initiation and progression of clinical atherosclerosis (Back et al., 2019). Oxidized phospholipid-stimulated macrophages and dendritic cells can induce the activation of various inflammasomes (Westerterp et al., 2017). Moreover, studies have reported that oxidized phospholipids also induce noncanonical inflammasome activation via caspase-11 in immune cells (Shi et al., 2014). Additionally, the structures of lipids or fatty acids (i.e., ox-PAPC10 and stearoyl lysophosphatidylcholine 11) are similar to that of lipid A, which can bind to caspase-11 and subsequently induce caspase-11-dependent interleukin (IL)-1 release (Zanoni et al., 2016). These findings inspired us to explore whether oxidized lipids trigger pyroptosis and subsequent inflammation in the pathogenesis of atherosclerosis. Understanding the mechanism of pyroptosis in atherosclerosis could facilitate the discovery of potential therapeutic targets that may be beneficial for atherosclerosis treatment.

## Methods

### Microarray Data Retrieval and Analysis

To identify differences in gene expression between models fed a normal chow diet or a high-fat high-cholesterol (HFHC) diet, we retrieved four mouse microarray datasets (GSE2372, GSE39264, GSE40156, and GSE60086) from the National Center for Biotechnology Information Gene Expression Omnibus (GEO) website (https://www.ncbi.nlm.nih.gov/geo/) (Houde and Van Eck, 2018). We downloaded robust multiarray-averaging normalized microarray expression profiles and the corresponding annotation files. Gene probe identification was matched to the corresponding gene symbol after the files were downloaded. For situations in which multiple probes were used for one gene, we retained the probe that showed a significant gene expression value (adjusted *p*-value) after deleting the non-mRNA probes. The identification of significant differentially expressed genes (DEGs) was performed according to the matched matrix file. The GSE2372 dataset, tested on the GPL1261 platform based on the Affymetrix Mouse Genome 430 2.0 Array (*Mus musculus*), and the GSE39264 dataset, tested on the GPL8759 platform based on the Affymetrix HT Mouse Genome 430A Array, contained gene expression data that was used determine gene expression changes in the aorta during atherosclerotic lesion progression. The GSE40156 dataset, tested on the GPL1261 platform based on the Affymetrix Mouse Genome 430 2.0 Array, and the GSE60086 dataset, tested on the GPL213730 platform based on the Affymetrix Mouse Gene 1.0 ST Array, contained gene expression data used to examine the hyperlipidemia-induced modulation of vascular cell gene expression during early atherosclerosis. The limma package (version 3.30.3) was used to identify DEGs between the aorta of HFHC-treated mice and that of control mice. The q-value between gene expression levels was determined using the T-test and adjusted using the Benjamin-Hochberg (BH) method. Genes that met the cutoff criteria of a q-value < 0.05 and |log2 (fold change (FC)| > 1.5 were considered DEGs. Gene Ontology (GO) term (Lopategi et al., 2019) and Kyoto Encyclopedia of Genes and Genomes (KEGG) (Schroder et al., 2010) pathway enrichment analyses of DEGs were performed using the DAVID bioinformatic database (https://david.ncifcrf.gov/, version 6.8) (Grebe et al., 2018) with thresholds of count ≥2 and *p*-value < 0.05.

### RNA Sequencing

Total RNA was isolated from ox-LDL-treated peritoneal macrophages using TRIzol. Then, RNA degradation and contamination were examined with 1% agarose gels. We checked RNA purity by using a NanoPhotometer spectrophotometer (IMPLEN, Munich, Germany), and RNA concentration was measured using the Qubit RNA Assay Kit with a Qubit 2.0 fluorometer (Life Technologies, Carlsbad, CA, United States). RNA sequencing was performed with a standard protocol using a BGISEQ-500 platform (BGI, Guangdong, China). Data quality was assessed with FastQC, and reads were aligned to a mouse genome (mm9) with HiSat2 2.0.5, sorted with SamTools 1.4 and assembled with StringTie (1.3.3.13 R package); scater was used for quality control. After log-normalizing the data, the principal component analysis was performed for dimension reduction. Heatmaps and volcano plots of the RNA-seq data were plotted with the R package ggplot2 (version 3.1.0). GO, KEGG, and genome pathway analyses were performed with DAVID, as previously described. Gene set enrichment analysis (GSEA) was performed with GSEA (version 3.0) software.

### Human Samples

Human peripheral blood samples were collected from patients with coronary arterial disease (*n* = 28) upon hospital admission at the Third Xiangya Hospital of Central South University. Only nonacute coronary arteriopathy patients diagnosed by coronary arteriography were enrolled in our study. Patients meeting any of the following criteria were excluded from the study: 1) acute myocardial infarction; 2) acute infection; 3) diabetes; 4) malignant tumor; or 5) liver and kidney dysfunction. The severity of coronary arterial disease was defined by the SYNTAX score. The control group included coronary angiography patients with no stenosis in the coronary arteries. Clinical characteristics of the included patients are shown in Supplementary Table S1. All procedures that involved human sample collection were approved by the ethics committee of the Third Xiangya Hospital of Central South University and adhered to the principles of the Declaration of Helsinki.

### Animals

ApoE^−/−^ mice were purchased from the Model Animal Research Center of Nanjing University (Nanjing, China). Caspase-11^−/−^ mice were from Professor Lu Ben, Third Xiangya Hospital of Central South University. All mice were on the C57BL/6 background, and ApoE^−/−^Caspase-11^−/−^ mice were obtained by backcrossing ApoE^−/−^ mice to caspase-11^−/−^ mice for more than 10 generations. The genotypic identification of various strains is shown in Supplementary Figure S1 and Supplementary Table S2. All animals were maintained under a 12-h light/dark cycle in a pathogen-free facility at the animal facility of Central South University (Changsha, Hunan, China) and Hunan Normal University (Changsha, Hunan, China) at 22 ± 2°C, and the humidity was maintained at 50–60%. All animal protocols were approved by the Animal Care and Use Committee of the Third Xiangya Hospital of Central South University and Hunan Normal University.

### Establishment of an Atherosclerotic Mouse Model

An atherosclerotic model was established (shown in Supplementary Figure S2) with 8- to 10-week-old male ApoE^−/−^ mice fed a HFHC diet (protein, 20%; fat, 40%; carbohydrates, 40%; cholesterol, 1.25%) (D12108C, Research Diets, New Brunswick, NJ, United States) for twelve continuous weeks. ApoE^−/−^ mice fed normal chow served as controls.

### Adeno-Associated Virus-5 Construction and Injection

An AAV-5 delivery system was used to suppress gasdermin D expression in ApoE^−/−^ mice. The AAV-5 delivery system carried a gasdermin D-specific construct to suppress gasdermin D expression in ApoE^−/−^ mice and was developed by Hanbi (Shanghai, China) (Jain and Ridker, 2005). The titers of the vector genome were measured with qPCR performed with vector-specific primers (shown in Supplementary Table S3). APOE^−/−^ mice were injected via the tail vein with 100 μl of virus containing 2 × 10^8^ μg of AAV-5 vector genome at 8 weeks of age.

### Flow Cytometry Analysis of Macrophages Within the Mouse Aorta

Mouse aorta macrophages were isolated as previously described (Sabatine et al., 2017). Briefly, aortic arteries were dissected from the aortic arch to femoral bifurcations and digested in an enzyme solution containing papain (2 mg/ml) (P4762, Sigma-Aldrich, Santa Clara, CA, United States) in phosphate-buffered saline (PBS) at 37°C for 1 h. A single-cell suspension was prepared by passing the aortic pieces through a strainer and subsequently stained for flow cytometry. Cell suspensions were stained with (APC)-Cy7-conjugated anti-Zombie (423101, BioLegend, San Diego, CA, United States), V500-conjugated anti-CD45 (103138, BioLegend, San Diego, CA, United States), PE-Cy7-conjugated anti-CD11b (123109, BioLegend, San Diego, CA, United States), and PE-conjugated anti-F4/80 (123109, BioLegend, San Diego, CA, United States) antibodies for 15 min at 4°C. Absolute cell counts were detected by flow cytometry (BD FACSCalibur, United States) and analyzed using FlowJo software version X (Tree Star Inc., United States).

### Isolation of Human Peripheral Blood Monocytes

Whole blood samples from patients with coronary arterial disease or control patients with a coronary angiography SYNTAX score of zero were processed within 2 h of sample collection. The whole EDTA k+-anticoagulated blood sample was diluted 1:1 with PBS (SH30256.01, HyClone, UT, United States). Then, 4 ml of diluted blood was added to 3 ml of Ficoll-Paque Plus (17144003, GE Healthcare Life Sciences, Pittsburgh, PA, United States) and centrifuged for 40 min at 400 g and 18–22°C. After centrifugation, the peripheral blood mononuclear cell (PBMC) layer was collected and washed twice in PBS at 4°C, and total monocytes were isolated from the human PBMCs using the MojoSort™ Human Pan Monocyte Isolation Kit (480060, BioLegend, San Diego, CA, United States) according to the instructions.

### Isolation of Mouse Peritoneal Macrophages

Mouse peritoneal macrophages were isolated and cultured as previously described (Lehrer-Graiwer et al., 2015). Briefly, 8- to 10-week-old mice were intraperitoneally injected with 3 ml of sterile 3% thioglycollate (70157, Sigma-Aldrich, Santa Clara, CA, United States) broth to elicit peritoneal macrophages. Peritoneal macrophages were collected by three rounds of peritoneal cavity lavage using 5 ml of RPMI 1640 medium (SH30809.01, Gibco, Carlsbad, CA, United States) on the third day after thioglycollate infusion. Peritoneal macrophages collected from the peritoneal cavity were resuspended in RPMI 1640 medium supplemented with 10% fetal bovine serum (10099141, Gibco, Carlsbad, CA, United States) and 1% antibiotics-antimycotic containing 10,000 units/ml penicillin, 10,000 μg/ml streptomycin, and 25 μg/ml Fungizone™ (15240-062, Gibco, Carlsbad, CA, United States). Peritoneal macrophages (10^6^ cells per well) were plated in 12-well plates for further treatment.

### Supernatant Cytokine Parameter Analysis

The concentration of the cytokine IL-1β (VAL601, Novus, San Diego, CA, United States) and IL-18 (DY7625-05, Novus, San Diego, CA, United States) in the supernatant was measured by ELISA according to the manufacturer’s instructions. Briefly, peritoneal macrophage supernatant was gathered and centrifuging at 400g for 5 min, following add 100 μl of diluted sample to each well in a 96-well plate according to the manufacturer’s instructions, then the optical density (OD value) of each well were detected by microplate reader (Perkin Elmer, Waltham, Mass, United States) at 450 nm wavelength and the level of IL-1β and IL-18 were determined using Microsoft's excel software (Tree Star Inc., United States) based on the standard curve according to the manufacturer’s instructions. LDH release was detected using an LDH assay kit (C0017, Beyotime Biotechnology, Shanghai, China) according to the manufacturer’s instructions. LDH release (%) = (absorbance of samples − absorbance of the blank hole)/(absorbance of Maximum enzyme activity − absorbance of the blank hole) × 100.

### Hematoxylin and Eosin, Oil Red O and Immunofluorescence Staining

To visualize lipid accumulation in the aorta, we performed H&E (GHS216, 48900, Sigma-Aldrich, Santa Clara, CA, United States) and ORO staining (O0625, Sigma-Aldrich, Santa Clara, CA, United States) on frozen sections of 4% paraformaldehyde-fixed aortic roots. To identify macrophage infiltration in atherosclerotic lesions, immunofluorescence staining for macrophages was performed using an anti-F4/80 antibody (ab6640, Abcam, Cambridge, MA, United States). The local expression of caspase-11 and gasdermin D was determined by immunofluorescence staining using anti-caspase-11 (919916, R&D Systems, MN, United States) and anti-gasdermin D (SC-393581, Santa Cruz, Dallas, TX, United States) antibodies.

Fluorescence images were captured by fluorescence microscopy (Perkin Elmer, Waltham, Mass, United States), and lesion size was quantified using ImageJ software (National Institutes of Health, United States). Immunofluorescence images were captured and recorded by a fluorescence microscope (ZEISS) with Vert.A.1 software, and the signal intensity of target proteins was calculated by ImageJ software (National Institutes of Health, United States).

OCT-embedded tissues were sectioned (10 µm) and subjected to H&E and ORO staining as previously reported. Histological staining images were observed and recorded using a light microscope (PerkinElmer). Signal intensity was determined by ImageJ software (National Institutes of Health, United States). The infiltration of inflammatory cells into aorta sections was tested by immunofluorescence staining with primary antibodies against F4/80 (ab6640, Abcam, Cambridge, MA, United States), caspase-11 (919916, R&D, MN, United States), IL-1β (AF5103, Affinity, Cincinnati, OH, United States), IL-18 (DF6252, Affinity, Cincinnati, OH, United States), and gasdermin D (393581, Santa Cruz, Dallas, TX, United States). After incubation with a primary antibody overnight at 4°C, aorta sections were incubated with a secondary antibody, washed and then mounted with DAPI (236276, Roche, Switzerland). Immunofluorescence images were captured and recorded by a fluorescence microscope (ZEISS) with Vert.A.1 software.

### Quantitative Real-Time PCR and Western Blot Analyses

RT-PCR and western blot analyses were conducted as previously described with minor modifications (O'Donoghue et al., 2014). For the RT-PCR assay, total mRNA was extracted using TRIzol reagent (15596-026, Invitrogen, Carlsbad, CA, United States) and then reverse transcribed into cDNA. PCR amplification was performed with SYBR Green PCR Master Mix (1725214, Bio-Rad, Hercules, CA, United States). The mRNA expression of genes of interest was normalized to that of Gapdh. The primer pairs used in this study are listed in Supplementary Table S4.

For western blot analysis, total protein samples were extracted from murine aortic tissue and peritoneal macrophages using RIPA lysis buffer (P0013BB, Beyotime, China). Protein concentrations were examined using the Pierce^®^ BCA Protein Assay Kit (P0012, Beyotime, China). The obtained protein (40 µg) was separated on a 10% SDS-PAGE gel, transferred to a polyvinylidene fluoride (PVDF) membrane (IPVH0010, Merck Millipore, Darmstadt, Germany), blocked with 5% milk which is dissolved in TBST (50 mM Tris-HCl, pH 7.5, 150 mM NaCl, 0.1% Tween 20) for 1 h, and incubated with a primary antibody at 4°C for 12 h and a secondary antibody at room temperature for 1 h, and the relevant signal intensity was determined using ImageJ software (National Institutes of Health, United States). β-Actin served as a loading control.

### Correlation Coefficient Analysis

In this study, the Pearson correlation coefficient analysis was applied to describe the proportion of the variance in the dependent variable that is predictable from the independent variables. Specifically, the association of the mRNA levels of caspase-4 in PBMCs with the SYNTAX score, which indicated the severity of coronary atherosclerosis was analyzed. The correlation coefficient R^2^ measures the strength and direction of a linear relationship between two analyzed variables on a scatterplot. *p*-value less than 0.05 defined as statistically significant.

### Statistical Analysis

All data are expressed as the mean ± standard deviation (SD). Data were first analyzed for normality test (by Shapiro-Wilk test or D’Agostino and Pearson test where indicated). Data passed the normality test were then assessed by unpaired two-tailed t test (two groups) or one-way ANOVA with Tukey’s test (three groups or more), where indicated. Non-normally distributed data (two groups) were analyzed by Mann-Whitney test. *p* < 0.05 was considered to be statistically significant. For linear regression analysis, data were also first tested and passed the normality test (D’Agostino and Pearson test). No experiment-wide multiple test correction was applied in our study. Representative images were chosen for similarity to the quantification data (close to the average expression) and the image quality. Statistical calculations in the animal experiments were performed on at least three independent experiments. A *p*-value less than 0.05 was considered to indicate statistical significance. Statistical analysis was performed using the statistical software GraphPad Prism 7 (www.graphpad.com/scientific-software/prism/).

## Results

### Caspase-11-Gasdermin D-Mediated Pyroptosis Signaling Was Involved in the Pathogenesis of Atherosclerosis

Since previous studies demonstrated that oxidized phospholipids function as caspase-11 agonists to induce noncanonical inflammasome activation in immune cells and the levels of oxidized phospholipids derived from ox-LDL are largely elevated in atherosclerotic lesions, we integrated the transcriptomic data available from the GEO database with data from hyperlipidemic mice and ox-LDL-treated peritoneal macrophages (details are shown in Supplementary Table S5). The upregulated and downregulated genes in the control and overnutrition diet-challenged groups were identified by analyzing DEGs (Figure 1A). The Venn diagram shows 24 genes with consistent expression patterns across the four DEG datasets (Figure 1B). Notably, 24 genes at the intersection exhibited upregulated expression in aortic tissue from mice fed the overnutrition diet (Figure 1C), and caspase-4/11 was among the top upregulated genes across the datasets. According to GO analysis, the top three gene-enriched biological processes were related to cytokine production and cell chemotaxis (Figure 1D). These results indicate that the proinflammatory response plays a dominant role in the pathogenesis of atherosclerosis. Since lesion macrophages are essential in mediating the proinflammatory response, we further verified whether the caspase-4/11-associated inflammatory response is triggered in ox-LDL-treated macrophages. Bulk RNA-seq was performed to assess peritoneal macrophages primed with LPS and then stimulated with ox-LDL for 16 h. 

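RNA was sequenced from 5 control and 5 ox-LDL-treated cultures of mouse peritoneal macrophages, one library per culture, on the BGISEQ-500 platform. In the sample labels, the treated cells received LPS at 100 ng/ml, a bacterial product that primes macrophages for inflammasome activation, and then oxidized low-density lipoprotein at 100 µg/ml for 16 h, whereas the control cells are labelled as untreated. The legend of Figure 1E can also be read as LPS priming of both groups. By the labels, which were followed here, LPS was given to the ox-LDL-treated cells alone, and a difference between the groups then contains the effects of both LPS and ox-LDL. The authors aligned the reads to the mouse genome build mm9 with HiSat2 and deposited an estimated number of reads per gene, not normalized, together with a length-scaled value per gene and library (FPKM). The total count was between 20094647 and 20687289 per control library (median 20238235) and between 19257131 and 20358017 per ox-LDL library (median 19691375), so depth was nearly even between the groups. Rows for 9788 circular RNAs, which held 1.44% to 2.24% of the counts, were left out. The remaining rows were 23382 NCBI gene identifiers, of which 22818 were paired with a gene symbol, and 6318 identifiers that start with BGIG and have no paired symbol. The estimated counts were rounded to whole numbers and normalized by edgeR's TMM method, and levels are given as CPM, the normalized count as a share of the library on a common scale. TMM factors ranged from 0.916 to 1.18 in the control group and from 0.593 (ox-LDL replicate 2) to 1.19 in the ox-LDL group. Genes were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment after genes with few counts were removed, which left 12654 genes. The biological coefficient of variation was 37.3%, and no pair of libraries within a group was close enough to be one library deposited in duplicate.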

The principal component analysis gene expression profiles of the control and ox-LDL-treated groups were clearly distinct (Figure 1E). 

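Principal component analysis of log2(count + 1), with counts scaled by library size without TMM, over the 12654 genes kept placed every control library at one end of the first component and every ox-LDL library at the other. Control libraries had PC1 scores of -78.8 to -45.6 and ox-LDL libraries had scores of 32.3 to 105. This separation gave p = 0.00794 in a two-sided exact permutation test, the smallest p that 5 libraries against 5 allow. The second component did not separate the groups (exact permutation test, p = 0.984). Its highest score was that of ox-LDL replicate 2, at 115, whereas the other ox-LDL libraries had scores from -53.2 to 23.5 and the controls from -28.5 to 37.5. On the third component, ox-LDL replicate 5 had the highest score, at 64.3, followed by control replicate 5 at 29.9. Over all components, the mean distance between libraries of one group was 102, against 165 between libraries of different groups. The control libraries lay within 101 of each other and the ox-LDL libraries within 175.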

Principal component loading plots 1 (PC1) and 2 (PC2) described 92.32% of the total variation in the control and ox-LDL treated groups. 

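Over all genes kept, PC1 held 52.4% and PC2 held 25.9% of the variance, a sum of 78.2%. PC3 held 8.09%. These shares depended most on which genes entered. With the 500 most variable genes, PC1 held 79.2% and PC2 held 6.73%, a sum of 85.9%, and with every gene that had at least 1 count in any library the sum was 61.4%. Leaving out ox-LDL replicate 2 raised the share of PC1 to 63.0% and lowered that of PC2 to 16.4%.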

Among the DEGs that met the cutoff criteria of a −log10 (false discovery rate (FDR)) > 2 and |log2 (fold change (FC)| > 2, the upregulated genes are shown in red, and the downregulated genes are shown in blue. 

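At an adjusted p below 0.01 from edgeR's quasi-likelihood test, 1866 of the 12654 genes tested differed between ox-LDL-treated and control macrophages, 1189 with a higher and 677 with a lower expression after treatment. Without a threshold on the fold change or the p-value, 2617 genes (20.7%) had no overlap between the 5 control and the 5 ox-LDL libraries, against 0.794% that chance gives for 5 libraries against 5. The number of genes below an adjusted p of 0.01 depended on ox-LDL replicate 2, and without that library it was 3257.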

A total of 1,388 downregulated and 855 upregulated genes were identified (Figures 1F,G). 

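With the additional cutoff of an absolute log2 fold change above 2, 605 genes were upregulated and 244 were downregulated in the ox-LDL libraries, so that 71.3% of the differentially expressed genes were upregulated. With a cutoff at a log2 fold change of 1 there were 1064 and 571, and with limma on log2(FPKM + 1) there were 259 and 127. Upregulated genes outnumbered downregulated genes under each setting tried. Among genes without overlap between the groups and with at least 10 TMM-normalized CPM in the higher group, the 5 with the highest fold changes were Serpina3f, Ubd, Acod1, Iigp1 and Ccl5, with fitted log2 fold changes from 8.55 to 9.16. Acod1 (NCBI gene 16365, chromosome 14 of mm9 from 103446194 to 103455790) encodes the enzyme that makes itaconate and was at 9.10 ± 15.8 CPM in control and 3732 ± 1971 CPM in ox-LDL libraries (SD, n = 5 each), a log2 fold change of 8.68 (standard error 1.26, adjusted p = 4.57e-04 from edgeR's quasi-likelihood test). Most of the control level came from control replicate 5, with 37.2 CPM against at most 4.02 in the other controls, and without it the log2 fold change of Acod1 was 10.80. Without control replicate 5 the log2 fold change was 10.67 for Ccl5 and 9.83 for Iigp1. For Serpina3f the fit then gave 12.46, but the remaining controls had at most 2 counts each, so this value does not measure the size of the change. Ubd had at most 2 counts in any control library, so only a lower bound can be given for it, a log2 change of at least 6.93. This rests on ox-LDL replicate 2, which was far above the 1.35 to 8.29 CPM of Ubd in the other ox-LDL libraries. Without that library the bound was 5.10 and the mean of the ox-LDL group 4.84 CPM, below the 10 CPM required. The 5 genes with the lowest fold changes under the same rule were Matk, Cmbl, Rgs18, Sh2d1b1 and Cd28, from -5.93 to -4.79. Their order depended on ox-LDL replicate 1. Without it the values were -7.02 for Cmbl, -6.28 for Cd28, -6.26 for Matk, -6.08 for Sh2d1b1 and -5.96 for Rgs18. Matk (NCBI gene 17179, chromosome 10 of mm9 from 80715680 to 80726110), which encodes a tyrosine kinase of the Csk family, fell from 58.2 ± 7.60 to 0.935 ± 0.456 CPM (SD, n = 5 each), a log2 fold change of -5.93 (standard error 0.32, adjusted p = 2.39e-06 from the same test).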

GSEA showed that the dominant upregulated pathways in ox-LDL-treated macrophages were associated with the IL-1-mediated signaling pathway, response to cytokine stimulus, and granulocyte migration (Figure 1H). 

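The gene sets of the paper's GSEA were not used here. Short lists of genes for the same processes, written by hand, were tested instead with camera, which asks whether the genes of a list rank higher than the other genes tested. The cytokine response list had a median log2 fold change of 4.34 over 25 genes, 21 of them higher at an adjusted p below 0.01 and 22 when adjusted over the list alone (camera adjusted p = 8.57e-16). For granulocyte migration, the median was 2.76 over 25 genes, with 14 genes higher and 1 lower at that level and 18 and 1 when adjusted over the list alone (camera adjusted p = 1.92e-06). The IL-1 signaling list had the smallest median of the lists for the processes the paper names, 0.77 over 29 genes, with 9 genes higher and 2 lower, and 10 and 2 when adjusted over the list alone (camera adjusted p = 0.00344). Its highest fold change was that of Il1b. The NF-kB signaling list had a median of 1.58, and all 24 of its genes were higher, 15 of them at that level (18 when adjusted over the list alone; camera adjusted p = 9.20e-13). All 38 proteasome subunits tested had a positive log2 fold change, with a median of 0.96, and 11 passed an adjusted p of 0.01 (19 when adjusted over the list alone; camera adjusted p = 2.85e-07). Each of these lists stayed below an adjusted p of 0.05 under fry, a rotation test, with 0.00959 as the highest value. With the correlation between genes estimated from the libraries in place of a preset value of 0.01, none of them did, and the adjusted p ranged from 0.0586 for cytokine response to 0.370 for IL-1 signaling.

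**Figure D1:**
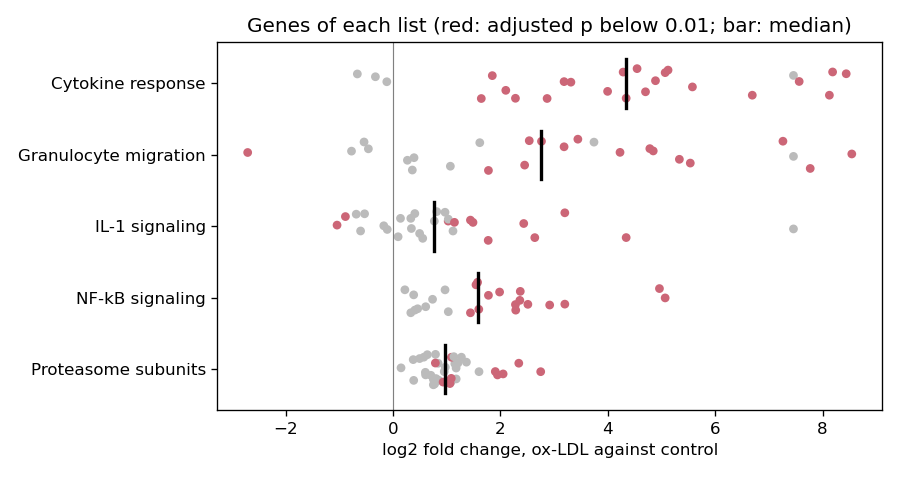
Log2 fold change between ox-LDL and control libraries (horizontal axis) of each gene of the lists for cytokine response, granulocyte migration, IL-1 signaling, NF-kB signaling and proteasome subunits (rows; the vertical scatter within a row has no meaning). Red points have an adjusted p below 0.01 and grey points do not; the black bar is the list's median, from 0.77 for IL-1 signaling to 4.34 for cytokine response.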

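Caspase-11 is encoded in the mouse by Casp4 (NCBI gene 12363), which lies on chromosome 9 of mm9 from 5308828 to 5336783 on the plus strand, with its paralogs Casp1 1563 bases and Casp12 8693 bases away. The way reads were assigned among these similar genes is not stated, so their values carry that uncertainty. Casp4 was at 39.1 ± 11.3 CPM in control and 201 ± 154 CPM in ox-LDL libraries (SD, n = 5 each), a log2 fold change of 2.36 (standard error 0.42, adjusted p = 0.00170 from edgeR's quasi-likelihood test). Every ox-LDL library was above every control library (two-sided exact permutation test, p = 0.00794). The library of ox-LDL replicate 2 held 475 CPM against 118 to 150 in the other ox-LDL libraries, and without it the log2 fold change of Casp4 was 1.71, below the cutoff of 2. Gsdmd (NCBI gene 69146, chromosome 15 of mm9 from 75692769 to 75697834), which encodes gasdermin D, rose from 44.4 ± 4.40 to 104 ± 42.3 CPM (SD, n = 5 each). Its log2 fold change was 1.22 (standard error 0.25, adjusted p = 0.00360 from the same test), again without overlap between the groups. The adjusted p of Gsdmd moved above 0.01 when control replicate 2, 3 or 4 was left out, and over all settings it ranged from 1.12e-04 to 0.0135.
Of the 16 genes named beside the heatmap of Figure 1G, 15 were matched to a row, all with a higher mean in the ox-LDL libraries; Cxcl6 is listed only as a synonym of Cxcl5. Of these, 13 had enough counts to be tested. In all, 10 passed an adjusted p of 0.01 and 9 also had a log2 fold change above 2, namely Ccl5, Il6, Cxcl10, Cxcl2, Ccr7, Cxcl1, Cxcl16, Nlrp3 and Casp4. Among the 1189 genes with a higher expression at an adjusted p below 0.01, ranked by log2 fold change, Ccl5 was at rank 8, Il6 at rank 46, Cxcl10 at rank 74, Nlrp3 at rank 350, Casp4 at rank 484 and Gsdmd at rank 955. Ranked by p-value, Casp4 was at rank 641 and Gsdmd at rank 846. Casp1 had a log2 fold change of 1.03 (standard error 0.28, adjusted p = 0.0170 from edgeR's quasi-likelihood test). For Il1b the log2 fold change was 7.46 with a standard error of 2.03, and the adjusted p was 0.0180 from the same test. Its level was 2954 CPM in ox-LDL replicate 5 and 18.3 to 87.9 in the other ox-LDL libraries, and 16.8 in control replicate 5 against at most 0.442 in the other controls. Without control replicate 5 the log2 fold change of Il1b was 11.20 (adjusted p = 0.00332), and without ox-LDL replicate 5 it was 3.89 (adjusted p = 0.0512). Over the settings that gave one, the adjusted p of Il1b ranged from 7.07e-05 to 0.0969. DESeq2 gave none, and Il1b was not tested where at least 10 counts were required in every library. Il6 had at most 3 counts in any control library, so its log2 change is given as at least 5.27. Il1b, Cxcl10 and Cxcl16 overlap a gene on the opposite strand, and whether the counting used the strand is not stated.

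**Figure D2:**
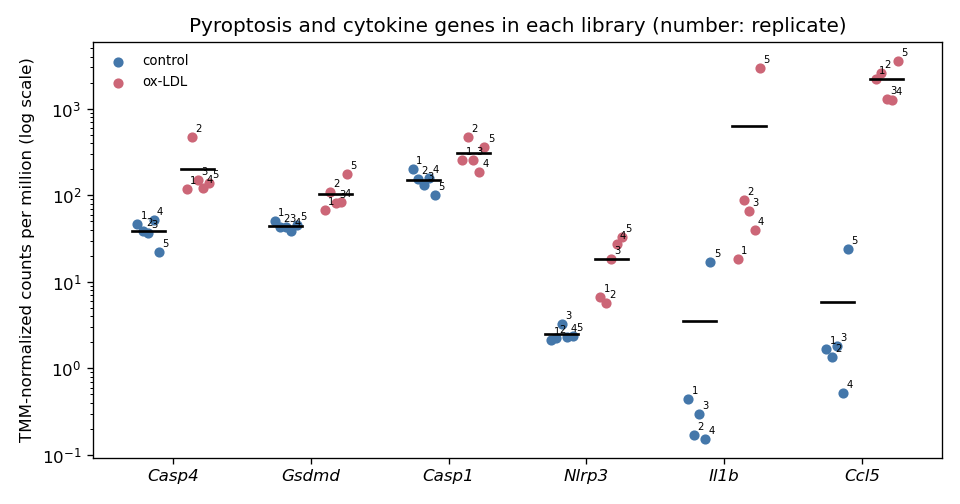
TMM-normalized CPM (vertical axis, log scale) of Casp4, Gsdmd, Casp1, Nlrp3, Il1b and Ccl5 in the 5 control (blue) and 5 ox-LDL (red) libraries, each point 1 library with its replicate number; black bars are group means. Casp4 reaches 475 in ox-LDL replicate 2, and Il1b spans 18.3 to 2954 among the ox-LDL libraries.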

Genes involved in the caspase-11-gasdermin D pathway and the downstream signaling pathway were among the top 16 upregulated genes in macrophages treated with ox-LDL (Figure 1G). 

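Over a list of 21 inflammasome genes, the median log2 fold change was 1.22, with 10 genes higher and 1 lower at an adjusted p below 0.01 (13 and 2 when adjusted over the list alone; camera adjusted p = 5.89e-07, fry adjusted p = 2.96e-04, and 0.0586 with the correlation estimated from the libraries). Besides Casp4, Nlrp3 and Gsdmd, the genes that rose were Il1a, Panx1, Irf1 and the guanylate-binding protein genes Gbp2, Gbp3, Gbp5 and Gbp7, the last with log2 fold changes of 4.80 to 7.95. The gene that fell was Gsdme, which encodes gasdermin E (log2 fold change -2.27, standard error 0.39, adjusted p = 0.00131 from edgeR's quasi-likelihood test). Pycard, Il18 and Casp8 did not pass the threshold, with adjusted p values of 0.832, 0.886 and 0.440. From the higher expression of caspase-11, gasdermin D and downstream cytokine genes in ox-LDL-treated macrophages (Figures 1E–H), together with the aortic datasets of Figures 1A–D, the paper proposes a part for caspase-4/11-gasdermin D-associated inflammation in atherosclerosis; the aortic datasets were not analysed here.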

The evidence from public databases and ox-LDL-treated macrophages indicate that caspase-4/11-gasdermin D-associated inflammation may be involved in the progression of atherosclerosis.

**FIGURE 1:**
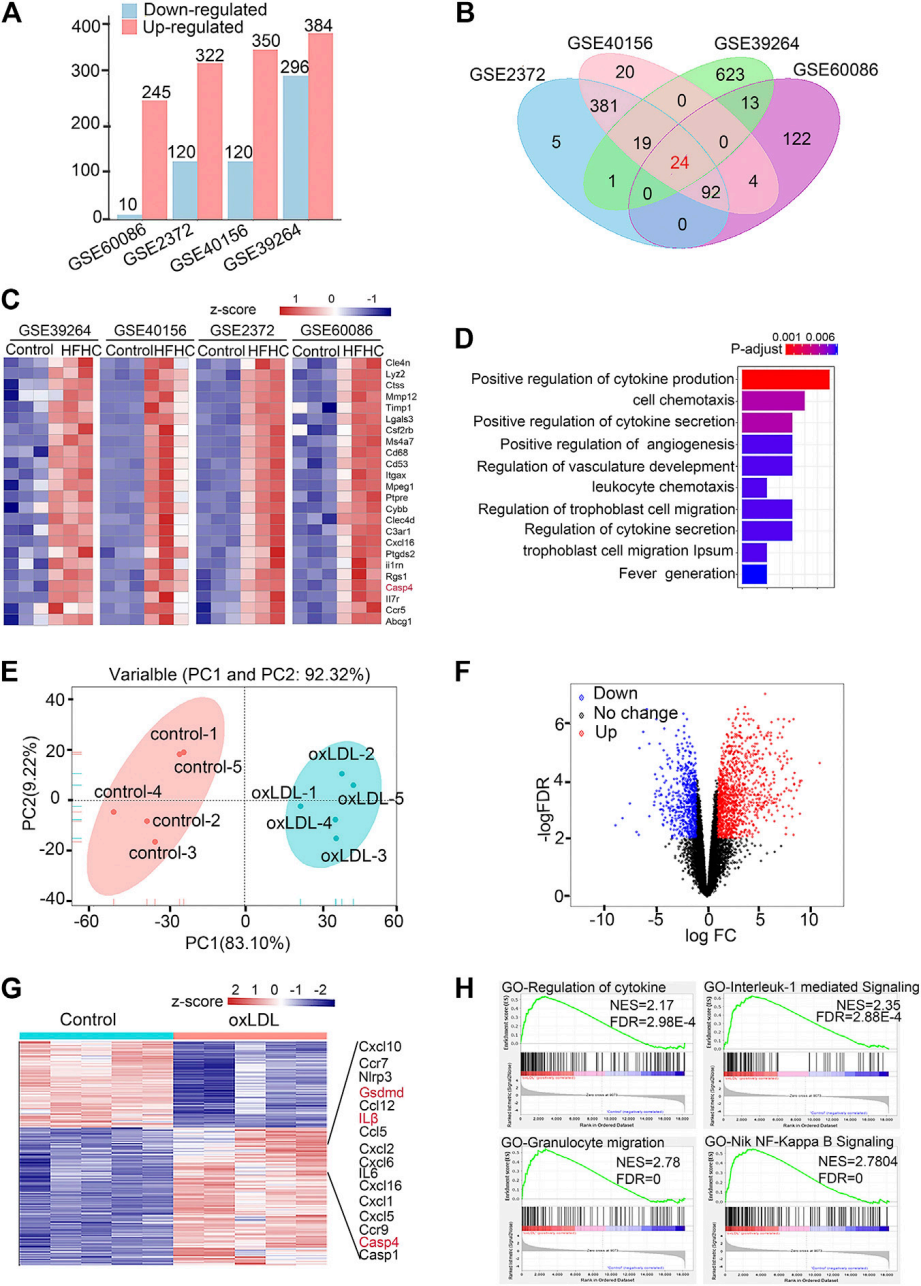
Caspase-11-gasdermin D medicated pyroptosis signaling is involved in the pathogenesis of atherosclerosis. **(A)** Histogram showing numbers of different expression genes (DEGs) of included datasets in GEO database. DEGs with the cut-off criteria of −log10 False Discovery Rate (−logFDR) > 2 and |log2 fold change (FC)| > 2 were colored in red for up-regulated gens while in blue for down-regulated genes. **(B)** Venn diagrams depict 24 genes with consistent pattern of expression across four available transcriptomic datasets from aortic arterial tissue from C57BL/6J or ApoE^−/−^ mice fed with normal chow diet or HFHC in the GEO database. **(C)** Heatmap of 24 DEGs in four datasets of mouse aortas from normal chow diet or HFHC diet. The abscisa represents different GEO datasets and samples, and the ordinate represents different genes. The red boxes indicate up-regulated genes, and the blue boxes indicate down-regulated genes. **(D)** GO term enrichment analysis illustrating number of significantly up-regulated in the most affected up-regulated genes common in HFHC diet mice aortas compared to the controls. **(E)** Principal component analysis of bulk RNA-seq data in peritoneal macrophages primed with LPS followed by 16 h of ox-LDL stimulation of control and LDL-treated macrophages. **(F)** Volcano plot indicating transcriptomic changes in control and LDL-treated macrophages. The red dots indicate up-regulated genes, and the blue dots indicate down-regulated genes. **(G)** Heatmap with differentially expressed genes in control and LDL-treated macrophages. DEGs with the cut-off criteria of −log10 False Discovery Rate (−logFDR) > 2 and |log2 fold change (FC)| > 2 were colored in red for up-regulated gens while in blue for down-regulated genes. The abscisa represents samples, and the ordinate represents different genes. The red boxes indicate up-regulated genes, and the blue boxes indicate down-regulated genes. **(H)** Gene Set Enrichment Analysis in control and LDL-treated macrophages. GEO, Gene Expression Omnibus; HFHC, high fat high cholesterol; GO term, Gene Ontology term; PCA, Principal component analysis.

### Caspase-4/11 Was Activated in Atherosclerotic Arteries and Ox-LDL-Treated Macrophage Pyroptosis

We further tested whether caspase-11 expression is upregulated in an atherosclerotic animal model. Western blot analysis showed that caspase-11 was activated in ApoE^−/−^ mice after twelve weeks of HFHC diet feeding. The level of cleaved caspase-11 at 30kD was significantly upregulated in ApoE^−/−^ mice fed a HFHC diet compared to ApoE^−/−^ mice fed a chow diet. Interestingly, the levels of pro-caspase-11 at 38kD and 43kD were upregulated in ApoE^−/−^ mice fed a chow diet and wild-type (WT) mice fed a HFHC diet (Figure 2A). Immunofluorescence staining revealed that the expression of caspase-11 was upregulated in macrophages resided in the atherosclerotic plaques in ApoE^−/−^ mice after 12-week of HFHC diet. Consistently, the expression of inflammatory cytokines (e.g., IL-1β and IL-18) associated with cell pyroptosis were increased in the section of atherosclerotic plaques in HFHC treated ApoE^−/−^ mice. The induction of cytokines was suppressed in caspase-11^−/−^ApoE^−/−^ mice with 12-week of HFHC diet. The image also showed that HFHC treatment fails to induce a significant increase in the expression of caspase 11 and inflammatory cytokines at 4-week time point in ApoE^−/−^ strain (Supplementary Figure S3). The ratio of apoptotic cell and the release of proinflammatory cytokines (e.g., IL-1β, IL-18) were increased after ox-LDL exposure in ApoE^−/−^ mice derived peritoneal macrophage (Figures 2C,D), while ox-LDL induced cell apoptosis and cytokine release were significantly decreased in ApoE^−/−^Caspase-11^−/−^ mice isolated peritoneal macrophage (Supplementary Figure S4). As circulating monocytes have been shown to be involved in the development of atherosclerotic lesions by invading the intima and undergoing transformation into foam cells, we further tested whether the expression of caspase-4, the gene in humans homologous to mouse caspase-11, is altered in circulating monocytes in patients with coronary angiogram (CAG)- confirmed coronary heart disease (CHD). We found that the mRNA expression of caspase-4 in PBMCs was higher in patients with CHD than in normal controls (Figure 2E). The level of caspase-4 mRNA expression in PBMCs was positively correlated with the severity of coronary atherosclerosis, which was indicated by the SYNTAX score (Figure 2F). These data suggest that caspase-4/11 and its role in macrophages may be pivotal in the pathogenesis of atherosclerosis.

**FIGURE 2:**
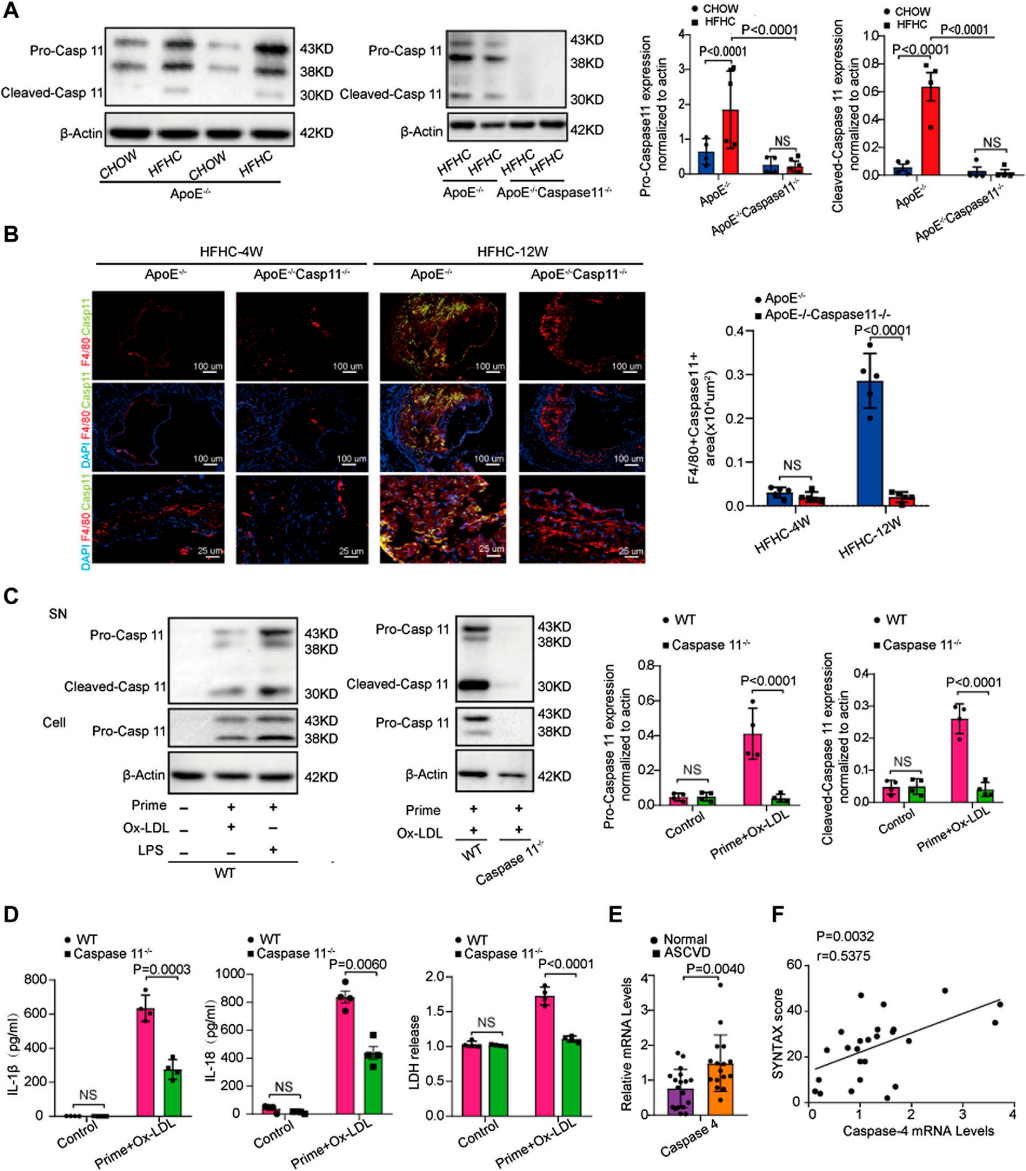
Caspase-4/11 accelerates lipid-promoted atherosclerosis and ox-LDL-treated macrophage pyroptosis. **(A)** Left, western blot analysis and quantification of caspase-11 and its cleaved fragment expression in aortic arteries from WT, ApoE^−/−^, and ApoE^−/−^Caspase-11^−/−^ mice fed with chow diet and HFHC diet for twelve weeks (*n* = 4 per group). Middle, quantification results of the level of cleaved caspase-11 in indicated groups. Right, quantification results of the level of pro-caspase-11 in indicated groups. **(B)** Left, representative images of caspase-11 (green), F4/80 (red) and DAPI (blue) in immunofluorescent staining of aortic root sections of indicated group, and quantification of the F4/80 and caspase-11 positive area of aortic root sections (*n* = 4 per group). Right, quantification results of the level of F4/80 and caspase-11 positive area of aortic root sections in the indicated groups. **(C)** Left, representative immunoblots of cleaved caspase-11 in peritoneal macrophage primed with 16-h ox-LDL stimulation in the indicated groups (*n* = 4 per group). Right, quantification results of the level of cleaved caspase-11 in indicated groups. **(D)** IL-1β (Left), IL-18 (Middle) and LDH release (Right) level secreted in peritoneal macrophage primed with LPS for 5 h and then treated with ox-LDL for 16 h after LPS administration was measured via enzyme-linked immunosorbent assay (ELISA) kits (*n* = 4 in each group). **(E)** Quantification results of the mRNA levels of caspase-4 genes in peripheral blood monocytes in patients with coronary heart diseases and the control group (*n* = 10 in each group). **(F)** Pearson comparison analyses of the correlations between caspase-4 mRNA levels in PBMC and SYNTAX score of patients with coronary heart diseases (*n* = 25). *p* < 0.05 for all of these correlations, by Pearson's rank correlation coefficient analysis. Data shown are mean ± SD **(A–F)**. Data were first analyzed and passed normality test [Shapiro-Wilk test in **(A–E)**, D’Agostino and Pearson test in **(F)**]. *p* values were shown and assessed by one-way ANOVA with Tukey’s test **(A, B)**, by Mann-Whitney test **(C)** and by unpaired two-tailed *t* test **(D, E)**. All of the *p* values were labeled on the pictures and *p* < 0.05 was considered to indicate statistical significance. Ox-LDL, Oxidized low-density lipoprotein; PBMC, peripheral blood monoculear cell; SYNTAX, Synergy Between Percutaneous Coronary Intervention with Taxus and Cardiac Surgery.

### Genetic Deletion of Caspase-11 Attenuated Atherosclerotic Plaque Progression and Macrophage Infiltration in ApoE^−/−^ Mice

To further verify whether caspase-11 depletion can slow the development of atherosclerosis and the subsequent inflammatory response, we generated ApoE^−/−^Caspase-11^−/−^ mice that were fed a HFHC diet or normal chow for 4 or 12 weeks. The baseline characteristics of the aorta were comparable among the various groups of mice. ORO staining revealed that the numbers of atherosclerotic lesions were markedly reduced in ApoE^−/−^Caspase-11^−/−^ mice compared with ApoE^−/−^ mice fed a HFHC diet for 4 or 12 weeks (Figure 3A). Consistently, the incidence of atherosclerotic lesions at the aortic root was also significantly reduced in ApoE^−/−^Caspase-11^−/−^ mice after 4 or 12 weeks of HFHC diet feeding, which was shown by H&E and ORO staining (Figure 3B). To further determine whether caspase-11 depletion protects against atherosclerosis via modulation of macrophage-mediated vascular inflammation and immune infiltration, we performed flow cytometry to analyze macrophages in aortic arteries. The numbers of CD11b+F4/80+ macrophages in aortic arteries were increased after 12 weeks of HFHC diet feeding, whereas caspase-11 deletion attenuated macrophage infiltration into aortic arteries (Figure 3C). Similar results were obtained by immunofluorescence staining of the aortic root, and the macrophage infiltration area (marked by F4/80) in the aortic root was reduced in ApoE^−/−^Caspase-11^−/−^ mice fed a HFHC diet (Figure 3D). Furthermore, immunofluorescence staining also revealed that the increased numbers of macrophages in the aortic root were mainly confined to proliferative atherosclerotic plaques and progressively increased with the extension of the HFHC diet feeding time (Figure 3D). These data suggested that the genetic deletion of caspase-11 attenuated atherosclerotic plaque progression by reducing macrophage infiltration.

**FIGURE 3:**
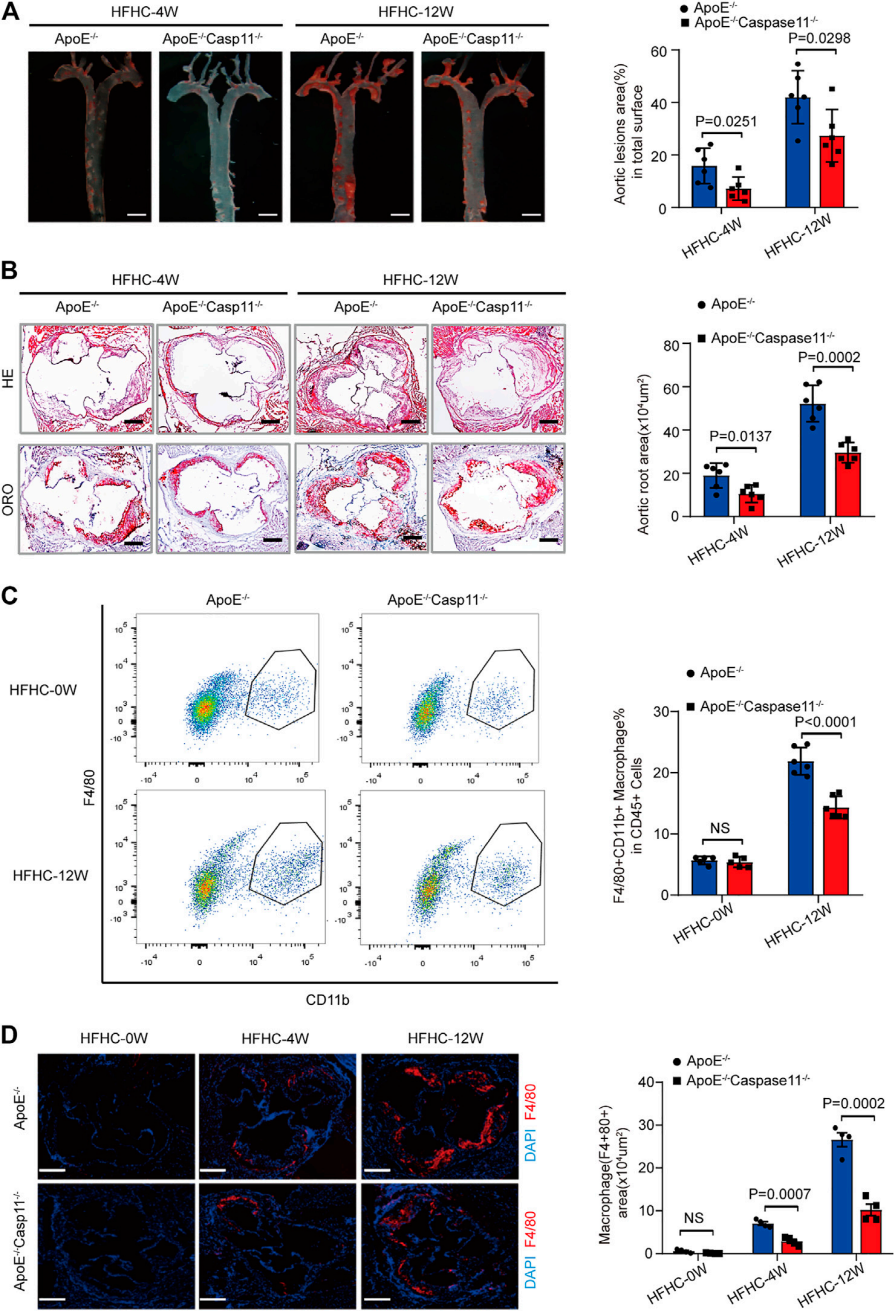
Genetic deletion of caspase-11 attenuated atherosclerosis plaque progression and macrophage infiltration in ApoE^−/−^ mice. **(A)** Left, overall comparison of representative whole-aortas stained with Oil-Red-O staining (*n* = 5 mice per group; scale bar, 1 mm). Right, quantitative results of the stained area in the entire aortas in ApoE^−/−^ and ApoE^−/−^Caspase-11^−/−^ mice with 4 or 12-week HFHC diet. **(B)** Left, histological analysis of aortic root sections stained with H&E and ORO staining in the aortic root sections in ApoE^−/−^ and ApoE^−/−^Caspase-11^−/−^ mice after 4 or 12-week HFHC diet (*n* = 5 mice per group; scale bar, 100 μm). Right, quantitative results for the lesion formation in the aortic root sections in the indicated groups (*n* ≥ 20 fields per group). **(C)** Left, flow cytometric analysis of aortic macrophage content, determined as F4/80+CD11b+ cells per aorta and statistical results for aortic macrophage content in ApoE^−/−^ and ApoE^−/−^Caspase-11^−/−^ mice after 0 and 12-week HFHC diet treatment (*n* = 5 mice per group). Right, quantitative results of flow cytometric analysis. **(D)** Left, representative images of F4/80 (red) and DAPI (blue) in aortic root sections in ApoE^−/−^, ApoE^−/−^Caspase-11^−/−^ mice after 0, 4 and 12-week of HFHC treatment (*n* = 5 mice per group; scale bar, 100 μm). Right, quantification analysis of the F4/80 positive area of aortic root sections in the indicated groups (*n* ≥ 20 fields per group). Data shown are mean ± SD **(A–D)**. Data were first analyzed and passed normality test (Shapiro-Wilk test). *p* values were shown and assessed by Mann-Whitney test **(A–D)**. All of the *p* values were labeled on the pictures and *p* < 0.05 was considered to indicate statistical significance. ORO, Oil-Red-O; H&E, hematoxylin and eosin; HFHC, High fat and high cholesterol.

### Caspase 11 Deficiency Attenuated Atherosclerosis by Blocking the Activation of Gasdermin D in Macrophages

Cytoplasmic gasdermin D is the key substrate for caspase-11 and can be cleaved by caspase-11 to create an N-terminal fragment that functions as a key determinant for proinflammatory cell death (Kayagaki et al., 2015). We tested whether caspase-11 deficiency attenuates atherosclerosis by blocking the activation of gasdermin D. The levels of both full-length gasdermin D (GSDMD-FL) and the pyroptosis-inducing fragment GSDMD-N were upregulated in the aorta of ApoE^−/−^ and WT mice fed a HFHC diet for 12 weeks compared with those fed a chow diet (Figure 4A). Immunofluorescence staining revealed that the upregulated gasdermin D expression was mainly confined to plaque F4/80 positive macrophages in the aortic root and that the gasdermin D staining area increased with the extension of the HFHC diet feeding time (Figure 4B). The levels of the pyroptosis-inducing fragment GSDMD-N in ApoE^−/−^ aortic tissue were reversed by depleting caspase-11 (Figure 4A). Consistently, as shown by immunofluorescence staining, gasdermin D-stained macrophage numbers were decreased in caspase-11-depleted ApoE^−/−^ mice (Figure 4B). Western blot analysis showed that gasdermin D was activated in ox-LDL-treated macrophages from WT mice, while its activation was markedly attenuated in ox-LDL-treated macrophages from caspase 11^−/−^ mice (Figure 4C). Further, we found that the mRNA expression of gasdermin D and inflammatory cytokines (represented by IL-1β and CCL5) was upregulated in PBMCs from patients with CAG-proven CHDs (Figure 4D). These results suggest that caspase-11 promotes vascular inflammation and that the development of atherosclerotic lesions is mediated by gasdermin D activation in plaque macrophages.

**FIGURE 4:**
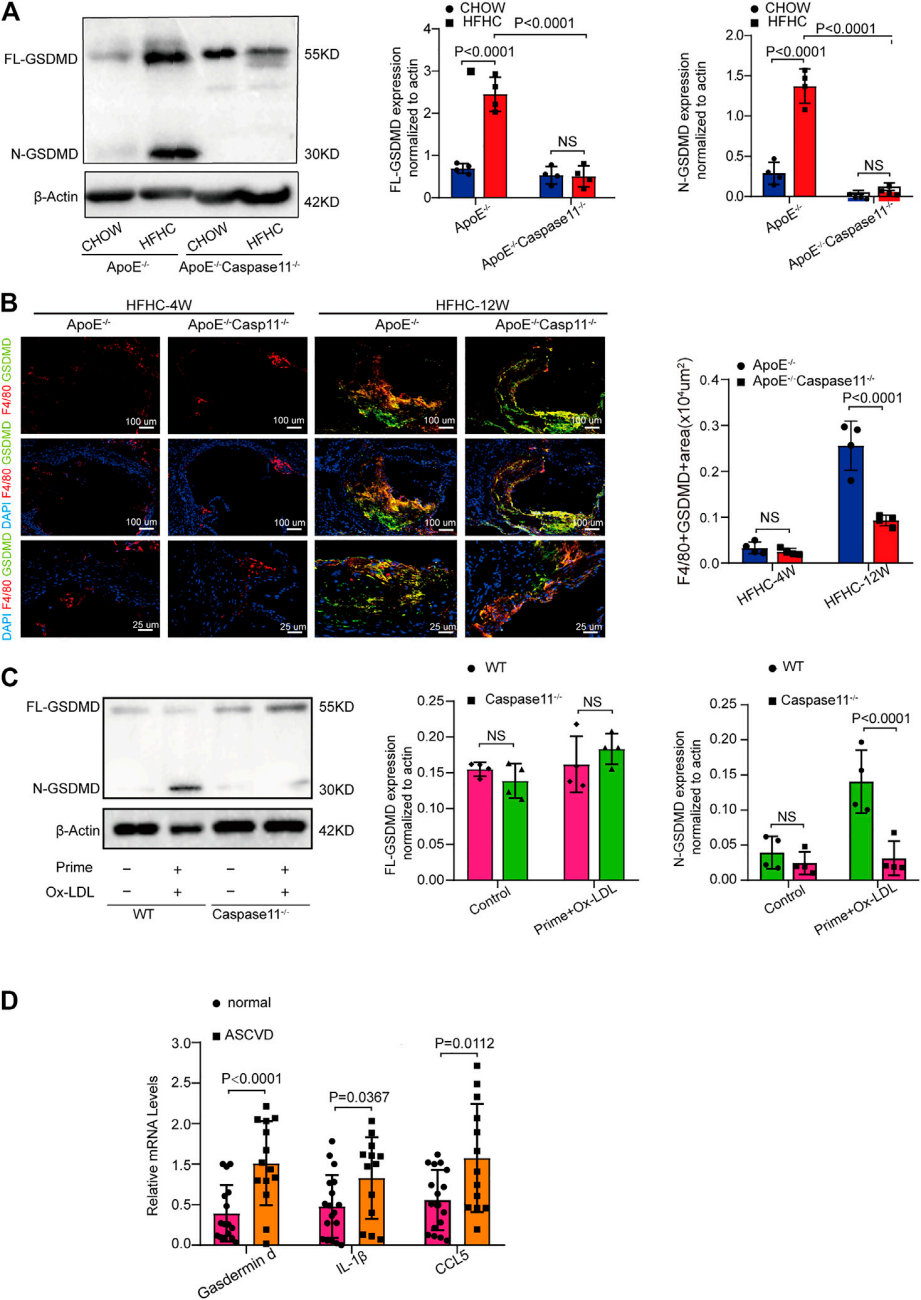
Caspase-11 deficiency attenuates atherosclerosis via blocking the activation of gasdermin D in macrophage. **(A)** Left, representative western blot of the cleaved and total protein levels of gasdermin D in the aortas of WT, ApoE^−/−^ and ApoE^−/−^Caspase-11^−/−^ mice after twelve weeks of chow diet or HFHC diet (*n* = 4 mice per group). Middle, quantitative analysis of the levels of N-GSDMD. Right, quantitative results of the protein levels of FL-GSDMD. **(B)** Left, representative images of gasdermin D (green), F4/80 (red) and DAPI (blue) of the F4/80 and gasdermin D positive area of aortic root sections in ApoE^−/−^ and ApoE^−/−^Caspase11^−/−^ mice after 4 and 12 weeks of HFHC diet (*n* = 4 per group). Right, quantification analysis of the F4/80 and gasdermin D positive area of aortic root sections in the indicated groups (*n* ≥ 20 fields per group). **(C)** Left, the protein expression of the cleaved and total protein levels of gasdermin D in peritoneal macrophage from WT and caspase-11^−/−^ mice primed with LPS for 5 h and then treated with ox-LDL for 16 h after LPS administration was determined by western blotting. Middle, quantitative analysis of the levels of N-GSDMD. Right, quantitative results of the protein levels of FL-GSDMD (*n* = 4 samples per group). **(D)** The quantification of gasdermin D, IL-1β, CCL5 mRNA levels in peripheral blood monocytes in patients with coronary heart diseases and the control group (*n* = 10 per group). Data shown are mean ± SD **(A–D)**. Data were first analyzed and passed normality test (Shapiro-Wilk test). *p* values were shown and assessed by one-way ANOVA with Tukey’s test **(A)**, by Mann-Whitney test **(B, C)** and by unpaired two-tailed *t* test (D). All of the *p* values were labelled on the pictures and *p* < 0.05 was considered to indicate statistical significance. GSDMD, gasdermin D.

### Suppression of Gasdermin D Attenuated Atherosclerotic Plaque Progression and Macrophage Infiltration in ApoE^−/−^ Mice

To further confirm the effects of gasdermin D suppression on atherosclerosis, AAV-5- gasdermin D (AAV-D) was administered to suppress gasdermin D expression in the arteries of ApoE^−/−^ mice who were fed a HFHC diet for 12 weeks. ORO staining revealed that the area of atherosclerotic lesions in the whole aortic artery was smaller in ApoE^−/−^ mice treated with AAV-D than in those in the AAV-control group (Figure 5A). Similarly, H&E and ORO staining showed that atherosclerotic lesions were less severe at the aortic root in the ApoE^−/−^ mice treated with AAV-D than in the mice in the AAV-control group (Figure 5B). Flow cytometry and immunofluorescence staining revealed that the fractions of F4/80+ macrophages in the whole aortic artery and aortic root were smaller in ApoE^−/−^ mice treated with AAV-D than in ApoE^−/−^ mice treated with AAV-control (Figures 5C,D). These preliminary data indicate that the suppression of gasdermin D attenuated atherosclerotic plaque progression and macrophage infiltration in ApoE^−/−^ mice.

**FIGURE 5:**
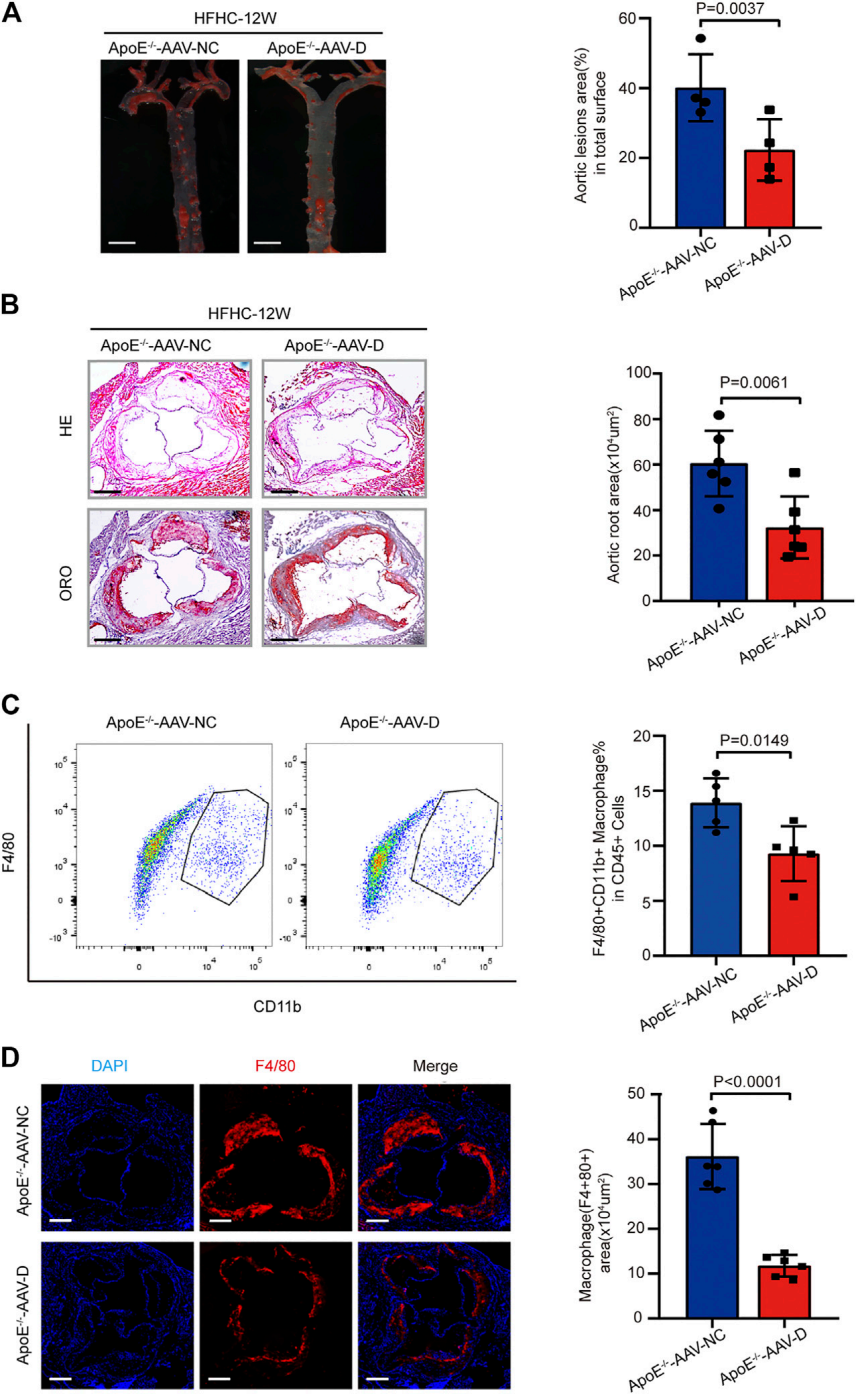
Suppression of gasdermin D attenuated atherosclerosis plaque progression and macrophage infiltration in ApoE^−/−^ mice. **(A)** Left, overall comparison of representative whole-aortas stained with Oil-Red-O staining (*n* = 5 mice per group; scale bar, 1 mm). Right, quantitative results of the stained area in the entire aortas of ApoE^−/−^ mice administered with vector AAV-gasdermin D or the control vector AAV-control after 12 weeks of HFHC diet treatment. **(B)** Left, histological analysis of aortic root sections stained with H&E and ORO staining in the aortic root sections of ApoE^−/−^ mice administered with vector AAV-GSDMD or the control vector AAV-control after 12 weeks of HFHC diet treatment (*n* = 4 mice per group; scale bar, 100 μm). Right, statistical analysis of the stained atherosclerotic lesion area in the aortic root sections by ORO staining in the indicated groups (*n* ≥ 20 fields per group). **(C)** Left, flow cytometric analysis of aortic macrophage content, determined as F4/80 and CD11b positive cells in ApoE^−/−^ mice administered vector AAV-GSDMD or the control vector AAV-control after 12 weeks of HFHC diet treatment (*n* = 4 mice per group). Right, statistical analysis of macrophage content in the indicated groups. **(D)** Left, representative images of F4/80 (red) and DAPI (blue) in aortic root sections of the F4/80 positive area of aortic root sections in ApoE^−/−^ mice administered vector AAV-GSDMD or the control vector AAV-control after 12 weeks of HFHC diet treatment (*n* = 4 mice per group; scale bar, 100 μm). Right, quantification analysis of the F4/80 positive area and aortic area ratio in the indicated groups (*n* ≥ 20 fields per group). Data shown are mean ± SD **(A–D)**. Data were first analyzed and passed normality test (Shapiro-Wilk test). *p* values were shown and assessed by Mann-Whitney test **(A–D)**. All of the *p* values were labelled in the figure and *p* < 0.05 was considered to indicate statistical significance. AAV-D, AAV-5-gasdermin D; GSDMD, gasdermin D.

## Discussion

This study revealed that caspase-11-gasdermin D-mediated pyroptosis and the subsequent proinflammatory response in macrophages participate in the pathogenesis of atherosclerosis. First, we found this potential mechanism by exploring transcriptomic data from hyperlipidemic mice available in the GEO database. Second, an *in vivo* study showed that caspase-11-gasdermin D activation occurred in response to HFHC diet consumption in ApoE^−/−^ mice, while the genetic deletion of caspase-11 or AAV-mediated suppression of gasdermin D largely attenuated the volume and macrophage infiltration of atherosclerotic lesions. Finally, an *in vitro* mechanistic study also supported the conclusion that lipid-associated inflammation occurs partly via caspase-11-gasdermin D-mediated pyroptosis in macrophages. Therefore, targeting caspase 11-gasdermin D could serve as an alternative strategy for the treatment of atherosclerosis.

Atherosclerosis is a disease with low-grade chronic inflammation that can be caused by lipids and other factors, including elevated blood pressure, tobacco use, metabolic disorder, and insulin resistance (Libby et al., 2019; Lu et al., 2020). The accumulation of lipids and proinflammatory cells in the arterial intima is regarded as the main cause of the initiation and progression of atherosclerosis (Back et al., 2019; Cai et al., 2020). Lipoproteins less than 70 nm in diameter can pass through the endothelial barrier and enter the arterial intima from the circulation, becoming retained lipoproteins through the interaction with intimal extracellular proteoglycans (Nordestgaard et al., 1995). Retained lipoproteins are susceptible to modification by intimal oxidizing agents, proteases, and lipases, which leads to the generation of lipid mediators that further increase inflammation and atherogenesis in the arterial intima (Houde and Van Eck, 2018). Canonical inflammasomes NLRP3 is activated by various endogenous danger signals, such as oxidized low-density lipoprotein and cholesterol crystals, and is abundantly presented in atherosclerotic lesions, which contributes to the vascular inflammatory response accelerating atherogenesis development and progression (Duewell et al., 2010; Zhang et al., 2018). The uptake of oxidized, proteolyzed or lipolyzed lipoproteins by macrophages and dendritic cells induces the activation of the canonical Nlrp3 inflammasome (Westerterp et al., 2017).

The recent discovered the non-canonical inflammasome Caspase-11 is a cytosolic LPS receptor that directly binds to lipid A on LPS and mediates cell pyroptosis (Deng et al., 2018; Wu et al., 2018). Human caspase-4/5 and mouse caspase-11 are homologues. Recent studies have revealed that ox-PAPC and stearoyl lysophosphatidylcholine have structural similarities with lipid A, which can bind to caspase-11 (Zanoni et al., 2016). As lipoproteins are cargo proteins for a large variety of fatty acids and cholesterol, we were the first to identify that lipid toxicity triggers noncanonical caspase-11 inflammasome activation in macrophages and promotes the progression of atherosclerosis. Given the evidence, activation of caspase-11 non-canonical inflammasomes by intracellular lipidprotein is distinct from canonical inflammasome activation and provides a new paradigm in macrophage-mediated inflammatory responses.

It has been proven that gasdermin D, a generic substrate for inflammatory caspases, such as caspase-1, caspase-4, caspase-5 and caspase-11, plays a specific role in inflammatory caspase-mediated pyroptosis and acts as a downstream effector of multiple inflammasomes (Shi et al., 2015). Mechanistically, we found that gasdermin D was downstream of caspase-11 activation and induced pyroptosis in lipid-loaded macrophages and that caspase-11 deficiency blocked the activation of gasdermin D in atherosclerosis. Previous studies reported that inflammasome activation and its triggered pyroptosis occurs in endothelial cells (Wu et al., 2018), macrophages (Zheng et al., 2011), and vascular smooth muscle cells (VSMCs) (Bauriedel et al., 1998; Cai et al., 2015) during the pathogenesis of numerous cardiovascular diseases (Pan et al., 2018; Li et al., 2019). Our novel findings indicated that ox-LDL induced caspase-11-gasdermin D-mediated macrophages pyroptosis and inflammation is a critical mechanism promoting atherosclerosis. This study was not able to conclude that pyroptosis in other cell types is also involved in the pathogenesis of atherosclerosis. Recent studies found that caspase-1 associated pyroptosis occurs in VSMCs and its activation potentiated the progression of atherosclerosis (Li et al., 2020). However, the role of caspase-11-gasdermin D-mediated pyroptosis of VSMCs and other cells in atherosclerosis warrant to be investigated in further studies.

Based on previous findings focusing on the mechanism of atherosclerosis, antilipoprotein therapies, anti-inflammatory therapies, and immunomodulatory therapies have been tested or are currently being tested in clinical trials (Cai et al., 2017; Zhao and Mallat, 2019). Antilipoprotein therapies are represented by statins, which target HMG-CoA reductase (Jain and Ridker, 2005). In addition, anti-proprotein convertase subtilisin/kexin type 9 (PCSK9) antibodies reduce plasma LDL-C levels by prolonging the lifespan of low-density lipoprotein receptor (LDLR) and inhibiting its degradation (Sabatine et al., 2017). Anti-inflammatory therapies include antibodies or inhibitors targeting ox-LDL, lipoprotein-associated phospholipase A2, secretory phospholipase A, 2/5-lipoxygenase, and 5-lipoxygenase activating protein (Hakonarson et al., 2005; Tardif et al., 2010; Nicholls et al., 2014; O'Donoghue et al., 2014; Lehrer-Graiwer et al., 2015). Inhibitors of the NLRP3 inflammasome and Il-1β pathway (colchicine, MCC950, anakinra, etc.) are the main drugs applied as immunomodulatory therapies (Fuster et al., 2017). Our discovery provides new perspectives on immunomodulatory therapies for vascular inflammation and atherosclerosis.

## Conclusion

Caspase-11-gasdermin D-mediated pyroptosis and the subsequent proinflammatory response in macrophages participate in the pathogenesis of atherosclerosis. Therefore, targeting the caspase 11-gasdermin D pathway may serve as an alternative strategy for the treatment of atherosclerosis.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI GEO; GSE171413.

How the deposited data were processed for this re-analysis (not part of the article)

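Bulk RNA-seq of thioglycollate-elicited mouse peritoneal macrophages was analysed in 10 libraries, 5 control and 5 primed with LPS and then stimulated with ox-LDL for 16 h. Conditions and replicate numbers were taken from the sample labels and checked against the library names in Figure 1E. The labels give LPS (100 ng/ml) and ox-LDL (100 µg/ml) for the treated cells and describe the controls as untreated, whereas the legend of Figure 1E can be read as LPS priming of control and treated cells alike. The labels were followed. In control libraries the LPS-inducible list, described below, had a mean log2(CPM + 1) of 1.89 to 3.03, against 5.76 to 8.28 in ox-LDL libraries. This argues against LPS priming of the controls, although a response that had faded before the RNA was taken would not be seen.

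The authors aligned reads to mm9 with HiSat2, sorted them with SamTools and assembled them with StringTie. They deposited a table of estimated counts per gene, of which 13.6% of the values were not whole numbers; the step that gave the counts is not stated, nor is whether it used the strand. They also deposited a value per gene and library whose unit is not named. Dividing counts by these values and by the library total gave a constant length per gene, so the deposited values are treated as FPKM. The rows were 39488, of which 9788 were circular RNAs. Leaving those out and keeping the 6318 identifiers without a paired symbol was decided after the data were seen, and both choices were varied. Whether a list kept its direction was judged by the sign of its median; this replaced the direction given by camera after the first comparison had been seen. Symbols were taken from a RefSeq table of GRCm38.p6, used for names alone, and coordinates from the GENCODE annotation of the mouse build NCBIM37, which is mm9.

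Estimated counts were rounded to whole numbers. Genes were filtered with edgeR's filterByExpr by condition, normalized by TMM and tested with edgeR (version 4.0.16) by its quasi-likelihood test with robust dispersion estimates in R 4.3.3, with Benjamini-Hochberg adjustment. Standard errors were derived from the fold change and the F statistic. Upregulated and downregulated genes had an adjusted p below 0.01 and an absolute log2 fold change above 2, the cutoffs of the paper's text, which names no test for the RNA-seq counts. CPM, the counts scaled to a common library size, were TMM-normalized for single genes and lists of genes and scaled by library size alone for marker lists and their genes. Principal components were computed on log2(count / size factor + 1), centred and not scaled, with the library size as the size factor. With 5 libraries per group, single values were compared by exact permutation over 252 arrangements. A fold change against a group with at most 3 counts in every library is given as a lower bound.

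Genes named in the text were the 16 of the Figure 1G heatmap, the 5 with the highest and the 5 with the lowest log2 fold change among genes with an adjusted p below 0.01, at least 10 CPM in the higher group and no overlap between groups, and members of the lists reported. This rule, the tests, the lists and the alternatives were fixed before the data were examined. Lists were written by hand for the heatmap genes, the genes of the aortic heatmap of Figure 1C, inflammasome, IL-1 signaling, cytokine response, granulocyte migration, NF-kB signaling, proteasome, interferon-stimulated, LPS-inducible, LXR target, Nrf2 target, sterol synthesis, foam cell, ATF4 stress and cell cycle genes, and tested with camera (limma 3.58.1, preset correlation 0.01). Marker lists for neutrophils, B cells, T cells, mesothelial and stromal cells, eosinophils and mast cells, dendritic cells, resident macrophages and macrophages were used to look for RNA of other cells. Genes and lists that share reads with similar genes, such as the pair Tgtp1 and Tgtp2, are uncertain.

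The alternatives were DESeq2 (version 1.42.0), limma-voom, upper-quartile normalization, library size alone, other filters, other thresholds, the replicate number as a block, each library left out in turn and limma on log2(FPKM + 1) for genes with an FPKM of at least 1 in 5 or more libraries. Added after the data were seen were tests on NCBI genes alone, on all rows, and with each library's trend of expression on gene length removed. The procedures were tested on simulated data with 200 changed genes among 12654. The main test recovered 194 of them with 3 false calls, and DESeq2 recovered 197 with 21 false calls. A simulated carry-over of 1% of one library into another was estimated at 1.07% over 40 genes. Human blood samples, aortic datasets and protein measurements of the paper were not analysed here. Values of some single genes of the lists are not reported here.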

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

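The limit for a library far from the rest of its group was set in advance, whereas the tests of carry-over, gene length, GC content and the splits for lists were chosen after the values were seen, and the criteria for gene length, GC content, another donor library and the interferon-stimulated genes were replaced after a first verdict. Among 110 groups of 5 libraries examined, 20 held such a library, against 5.5 that chance gives. Control replicate 5 accounted for 8 of these, ox-LDL replicate 5 for 4 and ox-LDL replicate 2 for 3. Each is given below with the distance to the nearest library as a share of the group's range. The limit for this share was 0.71, and PC3 in control replicate 5 (0.710) was only just above it.

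Control replicate 5 stood above the other controls for Il1b (16.8 CPM against at most 0.442, share 0.983), Serpina3f (0.964), Ccl5 (0.945), Acod1 (0.911) and Ccr7 (0.773), for the means of the LPS-inducible list (0.820) and the cytokine response list (0.805), and on PC3 (0.710). A candidate explanation is carry-over of material or reads from ox-LDL replicate 5. Over 30 genes that were near absent in the median control and abundant in ox-LDL libraries, the excess in control replicate 5 had a median of 0.840% of the level in ox-LDL replicate 5 (interquartile range 0.696% to 1.41%). No other control had a median above 0% of any ox-LDL library. The excess was taken over the median of all 5 controls, which by itself holds the other controls near or below 0%, so this does not show them free of carry-over. Il1b had 387 counts in control replicate 5 and 49511 in ox-LDL replicate 5, Nos2 had 144 and 19694, and Ptgs2 had 182 and 21482. Across these genes, which are not independent replicates, the excess followed ox-LDL replicate 5 with a Spearman correlation of 0.86, and the highest correlation with another ox-LDL library was 0.44 (difference to replicate 5 of 0.0717 to 0.600 in the central 95% of 10000 bootstrap draws over genes), which argues against a different donor library. A first comparison without the bootstrap had left this undecided. Carry-over of that share does not account for the interferon-stimulated genes. The share these genes would need had an interquartile range of 1.09% to 5.97%, which overlaps that of the carry-over genes and at first left the question undecided. A count was then made in its place. Of 23 such genes outside the set, 20 were above all of controls 1 to 4 and 15 stayed above them once the share was taken off, whereas each of controls 1 to 4 was above the other 3 for 1 to 9 genes, and Irf7 had 1526 counts against 196 to 323. A low-level activation of the cells of this culture, before or beside any carry-over, stays open and was not tested separately.

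Ox-LDL replicate 5 stood apart for Il1b (2954 CPM against 87.9 in the next library, share 0.976), Ccr7 (0.912), PC3 (0.817) and, as the lowest, the ATF4 stress list (0.856). The size of the response differed between the ox-LDL cultures, and no technical explanation was tested for these values. Without this library, the log2 fold change of Il1b was 3.89.

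Ox-LDL replicate 2 stood apart for Casp4 (475 CPM, share 0.910), Ubd (0.894) and the share of counts in its 10 most abundant genes, 24.7% (0.833). In this library short genes were high and long genes low. Its deviations from the group mean fell with gene length (Spearman -0.65 across 12654 genes), with a median of 1.88 on the log2 scale for genes under 500 bases and -0.55 for genes over 4000 bases. Controls 1 and 4 had the same kind of trend (-0.57 and -0.46), and all other libraries but ox-LDL replicate 5 (0.05) had the opposite one (0.32 to 0.52). A length trend of this kind may come from RNA quality or library preparation, and neither was measured here. By this correlation alone, the first test made, gene length would account for the library. In the test that replaced it, each library's trend was removed. Ox-LDL replicate 2 was still the farthest from the other ox-LDL libraries (142.1 against 94.4 to 123 for the others, 164 before). The trend was fitted on TMM-normalized values but taken off values scaled by library size alone. The low TMM factor of this library, 0.593, thus still enters its distance, and the test cannot tell whether gene length is the whole reason. A trend with transcript GC content within classes of gene length was -0.25 in this library. Trends were stronger in ox-LDL replicate 4 (0.47), control replicate 5 (0.39) and control replicate 1 (-0.30). The first criterion, a trend beyond 0.1, pointed to GC content and the comparison with other libraries pointed away from it, so a part of GC content stays open. The log2 fold change of Casp4 with the length trend removed was 2.31.

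The remaining libraries far from their group were control replicate 3 for the number of genes detected (19739, share 0.744) and Nlrp3 (0.796), control replicate 4 for the resident macrophage markers (0.808, mostly Saa3), and ox-LDL replicate 1 for Cd28 (0.875) and Cmbl (0.857). No explanation was tested for these. The 5.5 expected by chance is for all 110 groups examined, so it cannot tell whether these remaining ones are due to chance. Ox-LDL replicate 1 was also the highest ox-LDL library for Matk (1.65 CPM), Rgs18 (4.51) and Sh2d1b1 (1.61).

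Interferon-stimulated and Nrf2 target genes, which the paper does not discuss, rose above the controls. Interferon-stimulated genes had a median log2 fold change of 3.49, with 23 of 24 higher at an adjusted p below 0.01 (24 when adjusted over the list alone; camera adjusted p = 1.91e-20). Nrf2 target genes, which respond to oxidative stress, had a median of 1.50, with all 16 positive and 9 of them higher at that level (10 when adjusted over the list alone; camera adjusted p = 2.85e-07), including Hmox1 (3.31) and Slc7a11 (4.97). Under fry both stayed below an adjusted p of 0.05, and both reached 0.0586 with an estimated correlation. Of 100 splits of the libraries into 2 groups of 5, 3 gave a camera p as small for the interferon-stimulated genes and 4 for the Nrf2 targets, the real split included. Whether LPS or ox-LDL raised either list cannot be told apart, since the labels give both to the same libraries (median log2 fold change of LPS-inducible genes 5.26, or 5.17 with genes at the floor set to their bound).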

How the results depend on the processing

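Upregulated genes outnumbered downregulated genes under every setting in this paragraph. The numbers of upregulated and downregulated genes moved by more than 1.5 times under 4 settings. With at least 10 counts required in every library, 360 genes were upregulated and 111 downregulated, where fewer genes were tested (10625). With limma on log2(FPKM + 1) there were 259 and 127, on a scale that understates the change of low genes. With an adjusted p below 0.05 and a log2 fold change above 1.5 there were 961 and 495, and with a log2 fold change above 1 there were 1064 and 571. DESeq2 gave 658 and 285, limma-voom 566 and 292, upper-quartile normalization 545 and 273, library size alone 502 and 264, and no filter 723 and 318. Of the 605 upregulated genes, 602 were shared with DESeq2 and 555 with limma-voom. Across the 10 fits that each left out one library, upregulated genes numbered 533 to 687 and downregulated genes 192 to 338. Genes with an adjusted p below 0.01 numbered 3009 with DESeq2, against 1866, and 3257 without ox-LDL replicate 2; the 10 fits that each left out one library gave 1262 (without control replicate 4) to 3257. Library size alone moved the median log2 fold change of all genes from 0.10 to -0.09.

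The trend of expression on gene length was removed as an alternative chosen after seeing the data, as were the tests on NCBI genes alone and on all rows. Removing it gave 608 upregulated and 268 downregulated genes, and 2873 with an adjusted p below 0.01; PC1 then held 57.1% and PC1 and PC2 together 77.2%. NCBI genes alone gave 563 and 237, and all rows 634 and 258.

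The log2 fold change of Casp4 kept its direction and an adjusted p below 0.01 under each setting run, with its lowest values 1.71 without ox-LDL replicate 2 and 1.98 with FPKM values. Gsdmd had an adjusted p above 0.01 with library size alone (log2 fold change 0.99, adjusted p = 0.0110) and ranged from 0.95 to 1.34 across the fits without one library. Its adjusted p ranged from 1.12e-04 to 0.0135 over all settings. For the cause of these changes no test was made. Other named genes kept their direction. Il1b, Cxcl5 and Casp1 gained an adjusted p below 0.01 in 10 cases over the settings, and no named gene apart from Gsdmd lost it. Without control replicate 5 Il1b reached an adjusted p of 0.00332.

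The share of PC1 was 79.2% with the 500 most variable genes, 41.9% with genes scaled to unit variance, 58.3% with TMM normalization, 39.1% with no filter and 47.6% with at least 10 counts in every library. PC1 and PC2 together held 85.9%, 74.7%, 76.0%, 61.4% and 82.0% under those settings and 74.8% with a pseudocount of 0.1. Leaving out one library gave 50.3% to 63.0% for PC1 and 77.4% to 81.1% for the sum. The spread used to judge these shares was the SD across those 10 fits.

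Of the heatmap genes, 1 was within the first 16 by log2 fold change, and 0 were when genes were ranked by p-value.

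With an estimated correlation in camera, 13 of 16 lists lost an adjusted p below 0.05 while their medians stayed as they were, including IL-1 signaling (0.77, adjusted p = 0.370), cytokine response (4.34, 0.0586), granulocyte migration (2.76, 0.111) and NF-kB signaling (1.58, 0.112). Under fry, LXR targets and ATF4 stress gained it and cell cycle lost it. The ATF4 stress list also gained it under 6 further settings. With camera's own direction in place of the sign of the median, the foam cell list, which passed under no setting, changed direction under fry, with the replicate block and without control replicate 5. Of the marker lists, 4 lost an adjusted p below 0.05 when the mean of log2(CPM + 1) replaced the sum.

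The labels give both groups the replicate numbers 1 to 5. Same-numbered libraries did not deviate together throughout (correlations of deviations 0.02, -0.27, 0.44, -0.28 and 0.41). These correlations also carry each library's trend with gene length, which had opposite signs in the 2 groups for replicates 1, 2 and 4. They therefore cannot settle whether the samples were paired, and the main test left the numbers out. With the replicate block, 560 genes were upregulated and 267 downregulated, Gsdmd had a log2 fold change of 1.15 (adjusted p = 0.0117), Il1b had an adjusted p of 7.07e-05, and the ATF4 stress list passed 0.05 (0.0288).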

Differences from the paper's values

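The paper reports 1388 downregulated genes, against 244 here at the cutoffs it states. None of the alternatives set before the data were examined closed the gap; the highest number was 571, at a log2 fold change above 1. For upregulated genes the paper's 855 was within 1.5 times the 605 found here. It was not within 1.5 times the number under limma-voom (566), upper-quartile normalization (545), library size alone (502), at least 10 counts in every library (360), the replicate block (560) or FPKM values (259), or without control replicate 4 (562) or ox-LDL replicate 5 (533). It lay between the 723 found with no filter and the 961 found with an adjusted p below 0.05 and a log2 fold change above 1.5.

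PC1 holds about 83% of the variance in Fig. 1E, read by eye, against 52.4% here, and PC2 holds about 9.2% in Fig. 1E against 25.9%. With the 500 most variable genes the shares were 79.2% and 6.73%, which brought both within 1.5 times the paper's values. TMM normalization (58.3%), leaving out ox-LDL replicate 1 (55.6%) and leaving out ox-LDL replicate 2 (63.0%) brought PC1 alone within 1.5 times the paper's value and left it well below. The other alternatives set before the data were examined brought neither within that range. The paper's sum of 92.32% was within 1.5 times the 78.2% found here, and was not within 1.5 times the 61.4% found with no filter.

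The paper's text counts more downregulated than upregulated genes. Here 71.3% of the genes past the cutoffs were upregulated, and the share was 65.1% to 76.4% across the settings run. In the volcano plot of Fig. 1F the upregulated dots are also the more numerous by eye.

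The paper places genes of the caspase-11-gasdermin D pathway among the highest upregulated genes. Casp4 was at rank 484 and Gsdmd at rank 955 of 1189 by log2 fold change, and Ccl5, at rank 8, was the one heatmap gene within the first 16. Ranks were not computed for the fits without one library. Without control replicate 5 the log2 fold change of Il1b was 11.20, above the 10.44 of the gene ranked first in the main fit. That gene, Lad1, had 0 counts in every control library, so its 10.44 is a fitted value at the floor. Gsdmd had a log2 fold change of 1.22 and passed the thresholds where the fold change cutoff was 1. Casp1 (1.03) passed the paper's cutoffs under no setting run. Ccr9 had enough counts to be tested only with no filter, where it did not pass (log2 fold change 1.96, adjusted p = 0.0613 from edgeR). Il1b passed the paper's cutoffs with the replicate block, with FPKM values and without control replicate 5, and it also passed an adjusted p of 0.05 with a log2 fold change above 1.5, as did Cxcl5. Cxcl5 passed the paper's cutoffs with DESeq2, without ox-LDL replicate 2, without ox-LDL replicate 5 and, in an alternative chosen after seeing the values, with the length trend removed. Ccl12, which had too few counts for the main filter, passed with no filter, with FPKM values, and in the fits without control replicate 1, 2, 3, 4 or 5 or without ox-LDL replicate 4. Of the 9 heatmap genes past the cutoffs here, Nlrp3 (log2 fold change 1.44) and Casp4 (1.98) did not pass with FPKM values, and Casp4 (1.71) did not pass without ox-LDL replicate 2. Too few counts kept Ccr7 from being tested with FPKM values, and Cxcl10, Ccr7 and Il6 where at least 10 counts were required in every library.

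The paper names IL-1-mediated signaling first among the dominant upregulated pathways. Here the IL-1 signaling list had a median log2 fold change of 0.77, below the 4.34 of cytokine response and the 2.76 of granulocyte migration.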

Other observations

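The camera tests of lists in this part were fixed before the data were examined. Among the tests of an explanation, so were the splits for upregulated and downregulated genes, the cholesterol loading test and the LPS test. The other tests of an explanation were chosen after the results were seen.

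The libraries were divided into 2 groups of 5 in 100 of the 126 possible ways. The real split was the only 1 of the 100 with as many upregulated genes, the only 1 with as many downregulated genes and the only 1 with as many genes at an adjusted p below 0.01. The other splits gave 0 genes at that level, with a median of 229 genes at an unadjusted p below 0.05. One of them, in which control replicate 5 and ox-LDL replicate 2 changed places, gave 4909 genes at an unadjusted p below 0.05, against 4901 for the real split. Gene length bias as the source of the upregulated genes is argued against by the 579 of 605 that stayed past the cutoffs once the length trend was removed.

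For lists of genes, splits showed less contrast than camera's p-values. A camera p as small was given by 27 of the 100 splits for IL-1 signaling and by 10 for granulocyte migration. It was given by 1 split, the real one, for cytokine response, 1 for NF-kB signaling and 1 for sterol synthesis. Some splits kept 4 control libraries together, and with them part of the treatment difference, so these counts are not the rate of a chance division. For IL-1 signaling and granulocyte migration, a camera p of that size was not particular to the real split.

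Sterol synthesis genes fell, which the paper does not report. Their median log2 fold change was -1.88 over 23 genes, with 22 negative and 17 lower at an adjusted p below 0.01 (19 when adjusted over the list alone; camera adjusted p = 1.74e-21, fry adjusted p = 2.47e-04, 0.0586 with an estimated correlation). Idi1 (-3.74) and Cyp51 (-2.97) were among the genes that fell. Gene length and scaling are argued against as the source, since the median was -1.85 with the length trend removed and -2.14 with library size alone. Cholesterol taken up with ox-LDL would lower these genes and raise LXR targets. Of the LXR list, Abca1 rose (log2 fold change 2.10, standard error 0.17, adjusted p = 1.19e-05) and so did Arl4c (2.63), but the median over 13 genes was 0.24 (camera adjusted p = 0.154; fry adjusted p = 6.85e-04). Loading with cholesterol and an effect of LPS on sterol synthesis cannot be told apart, since by the labels no library received LPS without ox-LDL.

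LPS-inducible genes had a median log2 fold change of 5.26 over 22 genes, 5.17 with genes at the floor set to their bound, with 20 higher at an adjusted p below 0.01 (21 when adjusted over the list alone; camera adjusted p = 5.87e-18). The list shares 12 genes with the cytokine response list. Whether LPS alone accounts for the inflammatory genes cannot be told apart from ox-LDL, because the labels give LPS only to the ox-LDL-treated cells.

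The heatmap genes had a median of 4.78, with 10 of 13 higher at an adjusted p below 0.01 (13 when adjusted over the list alone); the paper chose them on these libraries, so this is not independent evidence. The 23 genes of the aortic heatmap of Figure 1C that were tested had a median of 0.55 in these macrophages, with 17 higher and 6 lower, 7 of the former at an adjusted p below 0.01 (9 when adjusted over the list alone; camera adjusted p = 2.74e-04). The 7 were Cxcl16, Timp1, Clec4n, Il1rn, Casp4, Cybb and Csf2rb. Lyz2, Mmp12, Lgals3 and C3ar1 had negative log2 fold changes that did not pass (adjusted p from 0.119 to 0.405). Foam cell genes had a median of 0.25 (camera adjusted p = 0.793), with Olr1 higher (5.81) and Pparg lower (-2.45). The ATF4 stress list had a median of 0.77 (camera adjusted p = 0.0501) and the cell cycle list -0.75, with 23 of 25 genes lower (0.00337; 0.0927 under fry).

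Marker sums, in CPM scaled by library size without TMM, were compared by exact permutation and adjusted over 8 lists. Mesothelial and stromal markers were 41.2 ± 15.4 CPM in control and 119 ± 38.4 in ox-LDL libraries (SD, n = 5 each; exact permutation p = 0.00794, adjusted p = 0.0317), with Dcn the most abundant (28.5 and 75.6 CPM). A lower share of macrophage RNA would by itself raise the markers of every other cell type alike. The eosinophil and mast cell markers fell, from 9.90 to 2.43 CPM (log2 ratio -2.02, exact permutation adjusted p = 0.0317). Since the treatment may have changed those cells too, this cannot decide whether the macrophage share was lower. A change in stromal cells or in their gene expression stays open. Dendritic cell markers rose (log2 ratio 0.74, adjusted p = 0.0317), and so did resident macrophage markers (2.65, 0.0317), the latter through Saa3 (273 and 1976 CPM). On the mean of log2(CPM + 1), none of these lists passed, and no dendritic cell marker exceeded 1 CPM in the control group. Of the other resident macrophage markers above 1 CPM in the control group, Prg4 rose (1.04 and 2.65 CPM). The rest fell, namely Cd5l (29.6 and 22.7), Vsig4 (6.87 and 2.02), Icam2 (5.06 and 1.89), Gata6 (1.26 and 1.06) and Selp (1.10 and 0.08). Macrophage markers (-0.78, adjusted p = 0.0635), neutrophil markers (0.70, 0.0907), T cell markers (0.59, 0.0635) and B cell markers (0.01, 0.992) did not pass. Each library had at most 1 Xist count and at least 1015 Eif2s3y counts.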
